A study of Mus musculus with 16 samples. Its data were reported in "EBF1 primes B-lymphoid enhancers and limits the myeloid bias in murine multipotent progenitors" (2022).

How the data were processed

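Bulk RNA sequencing of 2 multipotent progenitor populations sorted from mouse bone marrow, MPP3 and MPP4, was analysed in 16 libraries, 4 for each combination of population and labelled genotype. Per the sample labels, WT mice carried floxed Ebf1 alleles without Cre, and KO mice carried the same alleles with the Tie2Cre transgene, a Cre recombinase driven by the promoter of Tek (Tie2). The series description instead gives the transgene to both groups and unfloxed Ebf1 alleles to the WT mice. The study also describes them so in its results, while its methods allow either kind of control. Which holds cannot be seen from gene counts, so whether KO and WT differ in the alleles or in the transgene is open. Each of the 8 mice gave an MPP3 and an MPP4 library with the same genotype, replicate number, sex and age. Each genotype had 2 female and 2 male mice. The WT mice were 12, 11, 12 and 11 weeks old in the order of their numbers, and the KO mice were 10, 9, 11 and 11 weeks old. The labels gave no sequencing batch or date.

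The authors aligned trimmed paired-end reads of 100 bases to the mouse genome build mm10 with STAR 2.7.3a and counted them per gene with featureCounts 2.0.0, within snakePipes 2.5.1. The authors deposited the raw read counts of each population as a table with no normalisation. They also deposited a table of normalised signal, in which the authors divided each library's counts by 1 DESeq2 size factor (version 1.28.1), after keeping genes with a mean above 100 counts in any group. Entries of that table with high raw counts lay within 0.00657% of the raw count divided by the library's size factor. Entries with low counts were not compared. In both tables, 11831 genes passed the filter. The raw counts were the input of all tests, and the normalised table served only for this check. Neither the annotation release nor the use of strand is stated for the RNA counts (the study names an Ensembl release for its other assays), so counts of genes that overlap other genes are uncertain. Gene symbols and coordinates (GRCm38, the assembly also called mm10) were taken from a GENCODE annotation of that build, which matched 47224 of the 47937 gene identifiers. Of the symbols, 60 belonged to more than 1 identifier.

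Totals ranged from 24823708 to 48703193 counts per library, and 26699 genes had at least 1 count. A count of 3 was taken as the limit that a count of 0 allows, and corresponded to between 0.0619 and 0.118 normalised CPM, the count scaled by the normalised library size. Reads carried no molecular identifiers, so limits of this kind cover counting error only. No replicates were identical: a chi-square statistic over genes for each pair of replicates lay between 31.2 and 114 per gene, where sampling noise alone gives about 1. Replicates were therefore kept apart.

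The design, the alternatives and the rule for naming genes were fixed before the data were examined, except where stated. Genes with a mean above 100 counts in any of the 4 groups were tested in R 4.3.3 with edgeR 4.0.16, using TMM normalisation and the quasi-likelihood F-test with legacy deviances. All 16 libraries entered 1 fit with 1 mean per group and no covariate. The contrasts were KO against WT in MPP3 and in MPP4, the difference between those effects (interaction), and MPP3 against MPP4 in WT and in KO. P-values were adjusted by the Benjamini-Hochberg method (FDR), and genes with an FDR under 0.1 were called. Log2 fold changes are given with their standard errors. Group levels are normalised CPM as mean ± SD over 4 libraries. Principal components were computed from variance-stabilised counts (DESeq2 1.42.0) and compared between genotypes and sexes by 2-sided exact permutation tests on the mean of the 2 libraries of each mouse.

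Gene lists were tested with camera (limma 3.58.1, inter-gene correlation preset at 0.01), with fry and with camera under an estimated correlation beside it. The lists were the genes annotated to accessible regions gained or reduced in MPP3 or MPP4 of KO mice, the G1/S, S and G2/M lists used in the study, and 10 marker lists written before the data were examined: myeloid progenitor, lymphoid progenitor, B progenitor, mature B, plasma cell, erythroid, mature neutrophil, interferon response, female and male. The background was all genes that passed the filter, and FDR values were taken over the 34 tests of both contrasts. At least 90.3% of the members of each list matched a gene identifier.

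The genes named were 22 genes that the study discusses, listed in advance. They were joined by the 4 largest changes in each direction among called genes with groups that did not overlap for each KO against WT contrast, the 3 largest in each direction for MPP3 against MPP4 in WT, and the 3 smallest p-values for the interaction. Other genes are named only where the text says that they were chosen after their values were seen.

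Alternatives fixed in advance were DESeq2 size factors in edgeR (RLE), the DESeq2 Wald test with independent filtering, all genes with at least 1 count, the filterByExpr filter, fits of only the 8 libraries compared, sex, age or the replicate number as a term (mouse for contrasts within a mouse), limma-voom with mouse as a random effect, an FDR of 0.05, and each library left out in turn. For principal components, the alternatives were the 500 most variable genes, only called genes, and log2 CPM with a prior count of 2. Chosen after the data were seen were offsets for GC content, alone and with the replicate block, edgeR with bias-corrected deviances, and the omission of both libraries of mouse WT1. GC values were available for 99.8% of tested genes.

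The numbers were taken to pair libraries within a mouse. Deviations from the group means of the 2 libraries of a pair correlated across genes with r from 0.274 to 0.528 in all 8 pairs. MPP3 and MPP4 libraries with different numbers were not compared, so a shared sex or preparation could also give such r. WT and KO mice with the same number were different animals. Simulated data for the same 11831 genes, with 200 changed by 1.5 on the log2 scale, were tested with edgeR, DESeq2 and limma-voom. The edgeR test was also run on them with GC offsets, sex as a term, the replicate block or bias-corrected deviances. The gene list tests were run on 21 simulated sets of 40 genes. The edgeR test recovered 93.5% of the changed genes with 9.22% false calls, and DESeq2 recovered 94% with 15.7% false calls. The GC offsets reduced false calls from 3642 to 26 where a GC trend had been simulated. No effect of mouse or sex was simulated, and several changes called in the real counts were smaller. On simulated data edgeR and DESeq2 called 206 and 223 genes, against 8 and 215 in the real MPP3 counts. The simulated shares therefore need not hold for the real counts. Group calls were compared with those of all 35 splits of the 8 mice into 4 and 4. Reads were not analysed here, so neither deletion of the floxed exons nor reads of the Cre transgene were examined.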

Results

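Transcripts of MPP3 and MPP4 cells were sequenced in 16 libraries, giving 4 groups of 4. They were taken to come from 8 mice, 4 labelled WT and 4 labelled KO for Ebf1. MPP3 and MPP4 are multipotent progenitors with a bias toward myeloid and lymphoid fates, respectively, and Ebf1 encodes a transcription factor of the B cell lineage. The MPP3 WT libraries held 32785706, 24823708, 41225959 and 40015186 counts in the order of the replicate numbers. The MPP3 KO libraries held 37874913, 30739899, 38783751 and 40010393 counts, the MPP4 WT libraries 41670467, 29230787, 48703193 and 43368385 counts, and the MPP4 KO libraries 34602459, 38347515, 27792453 and 36269998 counts. The 10 most abundant genes took between 3.43% and 4.46% of the counts of a library. Counts of Xist and of 4 Y-linked genes matched the sex in the labels of all 16 libraries. No sequencing batch was given in the labels, so no value within batches could be computed.

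The targeted gene was read first in each library. Ebf1 (ENSMUSG00000057098, chromosome 11, 44617317 to 45008091) had 5, 21, 91 and 82 counts in the MPP3 libraries labelled WT and 23, 6, 84 and 6 counts in those labelled KO. Its level was 1.31 ± 0.989 CPM (SD, n = 4) in MPP3 WT and 0.795 ± 0.977 CPM in MPP3 KO, a difference smaller than the spread between replicates. In MPP4 it had 187, 98, 199 and 263 counts in the libraries labelled WT and 817, 928, 488 and 642 counts in those labelled KO, so all 4 KO libraries lay above all 4 WT libraries. The MPP4 levels were 4.51 ± 1.21 CPM in WT and between 17.6 and 24.9 CPM in the 4 KO libraries (SD 3.72), a log2 fold change of 2.22 ± 0.64 (edgeR FDR 0.188). That change passed the threshold in a fit of only the 8 MPP4 libraries (FDR 0.00468), and its FDR ranged from 0.00468 to 0.470 over the 14 alternatives that kept all replicates of a group or dropped mouse WT1. The gene count in MPP4 thus went against the label. Counts per gene do not separate intact from floxed and recombined transcripts, and an annotated antisense gene overlaps Ebf1, so the libraries are described by their labels throughout and every direction given for KO against WT rests on those labels.

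**Figure D1:**
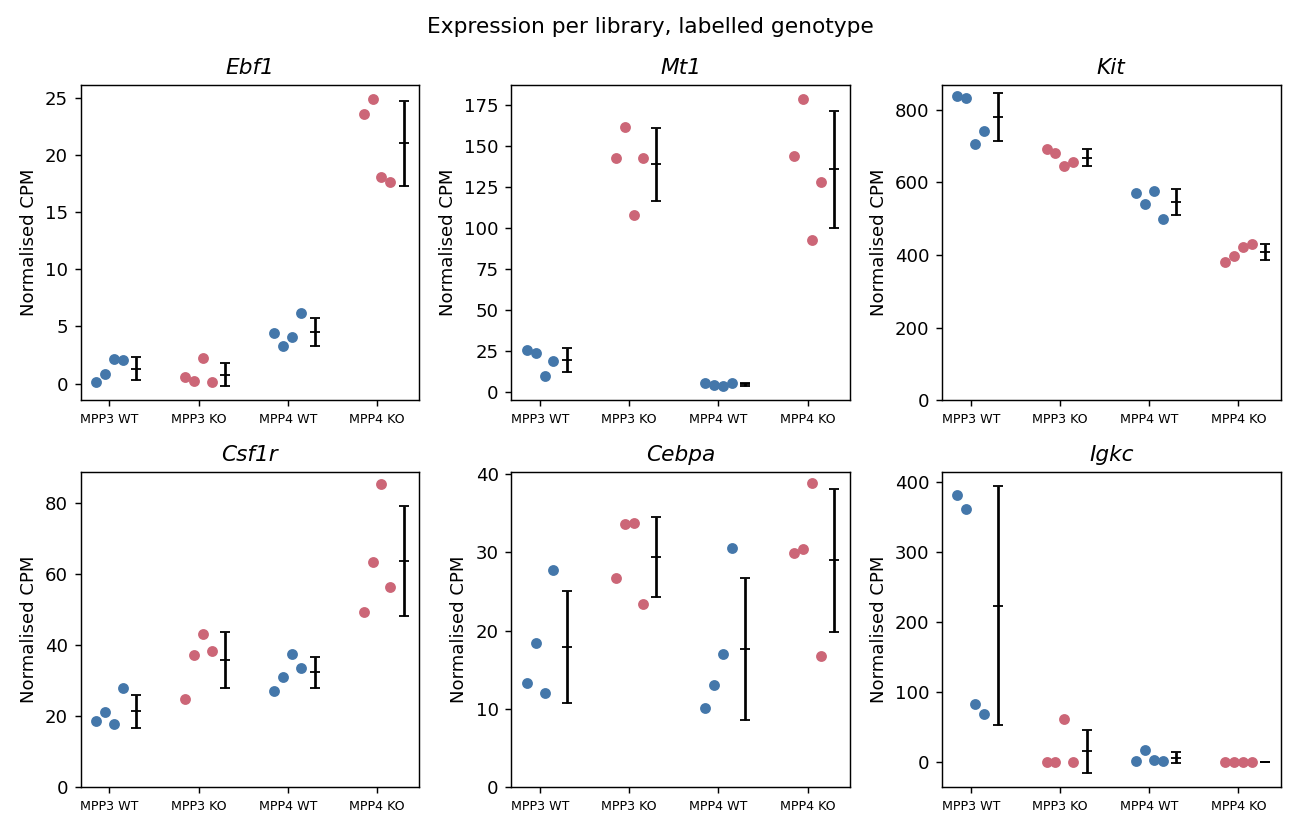
Normalised CPM (vertical axis) of 6 genes in each of the 16 libraries (points, blue for libraries labelled WT and red for those labelled KO), with the mean and SD of each group of 4 in black. Ebf1 lies higher in the 4 MPP4 libraries labelled KO (17.6 to 24.9 CPM) than in those labelled WT (4.51 ± 1.21 CPM), and Mt1 lies higher in all libraries labelled KO.

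The comparison of KO with WT in MPP3 asked which transcripts change in the myeloid-biased progenitors when Ebf1 is targeted. Of 11831 genes tested, edgeR called 8, of which 4 were higher and 4 lower in the libraries labelled KO. The unadjusted p-value was under 0.05 for 1242 genes, where 592 are expected by chance. The count depended on the test, and the DESeq2 Wald test moved it most, to 215 genes (102 of them higher and the rest lower), which included all 8. All 215 had the same direction and an unadjusted p-value under 0.05 in edgeR.

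Among the genes called by edgeR in MPP3, Mt1 (ENSMUSG00000031765, chromosome 8, 94179082 to 94180327) rose from 19.4 ± 7.28 to 139 ± 22.4 CPM (log2 fold change 2.84 ± 0.27, FDR 0.000104). Its neighbour and paralog Mt2, chosen after its values were seen, had at most 25 counts in any library labelled KO. Lifr (ENSMUSG00000054263, chromosome 15, 7090614 to 7197489) had no counts in the 4 MPP3 WT libraries and 38, 7, 19 and 8 counts in the KO libraries, and was at least 5.42-fold higher in KO (FDR 0.0172), or at least 3.51-fold without MPP3 KO replicate 1. Abcd2 (ENSMUSG00000055782, chromosome 15, 91145871 to 91191799) rose from 9.79 ± 2.14 to 22.7 ± 2.29 CPM, and Emb (ENSMUSG00000021728, chromosome 13, 117208536 to 117274415) from 360 ± 32.4 to 514 ± 33.2 CPM, with log2 fold changes of 1.21 ± 0.18 and 0.51 ± 0.08 (FDR 0.0172 for both).

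The 4 genes called lower in MPP3 KO were Arpp21, Espl1, Arhgap27 and Ptk2b. Arpp21 (ENSMUSG00000032503, chromosome 9, 112065091 to 112235938) fell by 1.54 ± 0.28 on the log2 scale, from 4.14 ± 1.72 to 1.41 ± 0.599 CPM (FDR 0.0795). Espl1 (ENSMUSG00000058290, chromosome 15, 102296266 to 102324357) fell by 0.97 ± 0.17 on that scale (FDR 0.0647). Arhgap27 (ENSMUSG00000034255, chromosome 11, 103331497 to 103363692) fell by 0.82 ± 0.14 and Ptk2b (ENSMUSG00000059456, chromosome 14, 66153257 to 66281052) fell by 0.55 ± 0.09 (FDR 0.0470 for both). Espl1, Arhgap27 and Ptk2b were no longer called when both libraries of mouse WT1 were left out, while Mt1, Lifr, Abcd2, Emb and Arpp21 still were. With age as a term, or without MPP3 WT replicate 2, Mt1 was the 1 gene still called in MPP3, with an FDR of 0.105 for Lifr and 0.109 for Abcd2 and Emb without that library. The calls of the 4 lower genes were less stable. That of Arpp21 was lost in 10 of the 16 fits that left out 1 library (FDR 0.103 to 0.289), without MPP3 WT replicate 2, MPP3 KO replicate 2 or 3, or any MPP4 library but KO replicate 2. That of Espl1 was lost in 9 (0.101 to 0.289), without MPP3 WT replicate 1 or 2, MPP3 KO replicate 2, 3 or 4, MPP4 WT replicate 4, or MPP4 KO replicate 1, 3 or 4. The call of Arhgap27 was lost without MPP3 WT replicate 1 or 2 or MPP3 KO replicate 2 or 4 (0.113 to 0.236), and that of Ptk2b without MPP3 WT replicate 1 or 2 or MPP3 KO replicate 3 or 4 (0.118 to 0.169). Single libraries also moved the count upward, to 135 genes without MPP3 WT replicate 3, 72 without MPP3 KO replicate 1 and 40 without MPP3 WT replicate 4, while leaving out MPP3 KO replicate 2 or replicate 4 gave 5. The balance of directions moved too. It was 25 higher and 110 lower without MPP3 WT replicate 3, and 53 higher and 19 lower without MPP3 KO replicate 1. Annotated genes overlap Emb, Arpp21, Espl1 and Arhgap27, and since the use of strand is not stated their counts are uncertain to that extent.

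In MPP4, the same comparison gave 2 called genes, with 1519 genes at an unadjusted p-value under 0.05 against 592 expected. Mt1 rose from 4.62 ± 0.896 to 136 ± 35.6 CPM (log2 fold change 4.88 ± 0.30, FDR 1.58e-07). Kit (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722) fell by 0.42 ± 0.07 on the log2 scale, from a mean of 547 CPM (498 to 578 in the 4 WT libraries) to 408 ± 23.1 CPM (FDR 0.0560). Kit was not called with age as a term (FDR 0.259), when both libraries of mouse WT1 were left out (0.102), or without any 1 of MPP4 WT replicate 1 (FDR 0.112), MPP4 WT replicate 3 (0.285), MPP4 KO replicate 1 (0.187), MPP4 KO replicate 2 (0.229) or MPP3 KO replicate 2 (0.107), and its FDR ranged from 2.74e-05 to 0.0786 over the other alternatives that kept all replicates of a group. The number of called genes rose to 41 without MPP4 KO replicate 4 (30 higher and 11 lower), 36 without MPP4 KO replicate 3 (8 higher and 28 lower) and 25 without MPP3 WT replicate 1 (12 higher and 13 lower). DESeq2 called 305 genes (153 higher and 152 lower), including both; all 305 had the same direction in edgeR and 304 an unadjusted p-value under 0.05 there.

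**Figure D2:**
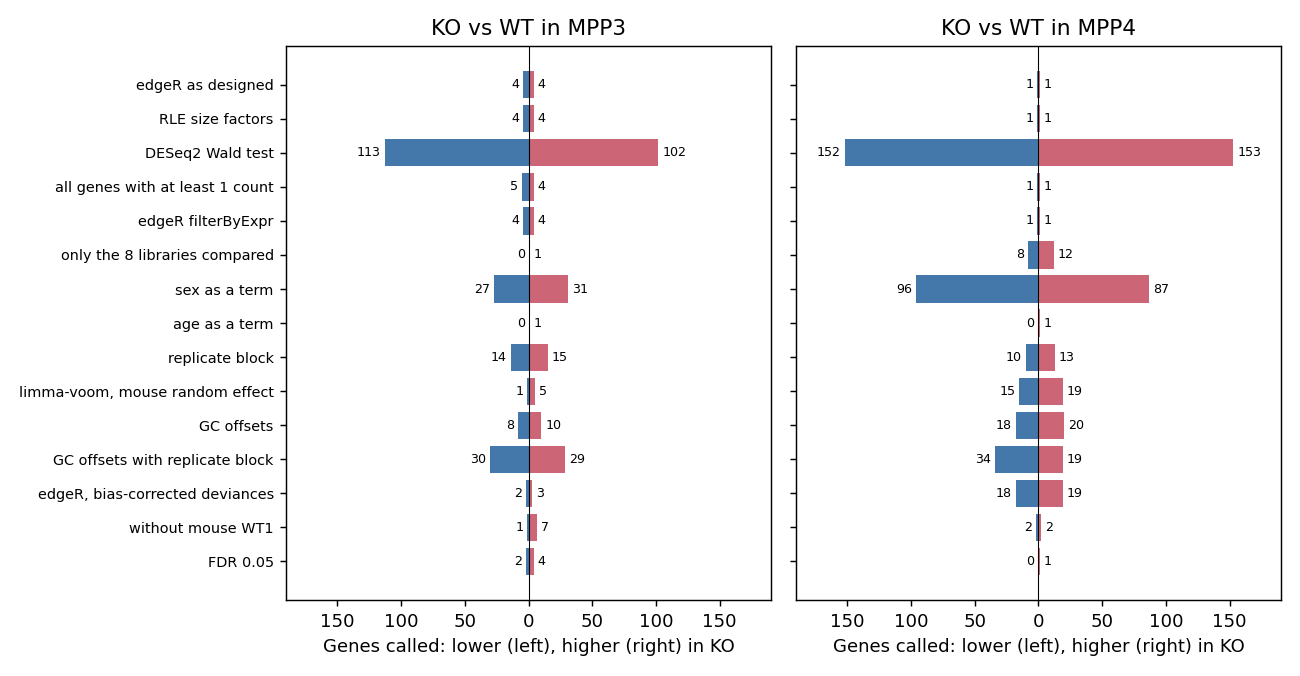
Numbers of genes called for KO against WT in MPP3 (left) and MPP4 (right) under each setting that kept all replicates of a group or dropped mouse WT1, with genes lower in libraries labelled KO to the left of 0 and genes higher to the right. Calls range from 1 to 215 in MPP3 and from 1 to 305 in MPP4.

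Whether the effect of the KO label is shared by the populations was examined in several ways. Mt1 was the 1 gene called in both MPP3 and MPP4, in the same direction, while DESeq2 called 66 genes in both, all in the same direction. Across the 11831 genes, which are not independent replicates, the log2 fold changes of the populations correlated with a Pearson r of 0.446 and a Spearman rho of 0.519. Both populations were taken to come from the same mice, which can give a positive r without an effect of genotype. The 34 other splits of the mice into 4 and 4 gave a Pearson r from 0.0756 to 0.510, and up to 0.392 with equal numbers of females. The interaction, which tests whether the effect differs between populations, gave 0 genes, with 270 at an unadjusted p-value under 0.05 and a smallest FDR of 0.383. The 3 genes with the smallest p-values were Mt1 (difference of −2.03 ± 0.36 on the log2 scale between the MPP3 and MPP4 effects, FDR 0.383), Lifr (FDR 0.383) and Arpp21 (difference of −1.91 ± 0.38, FDR 0.409). With mouse as a block, which pairs the 2 libraries of each mouse, 2 genes were called and 696 had an unadjusted p-value under 0.05. These were Mt1 (difference of −1.93 ± 0.19, FDR 0.00158) and Tek (−1.89 ± 0.25), the latter chosen after its values were seen. Without MPP3 WT replicate 3, Mt1 was called without the block (FDR 0.00654), and its FDR ranged from 0.000252 to 0.590 over the alternatives that kept all replicates of a group or dropped mouse WT1. DESeq2 called 8 genes for the interaction, Mt1, Lifr and Arpp21 among them.

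**Figure D3:**
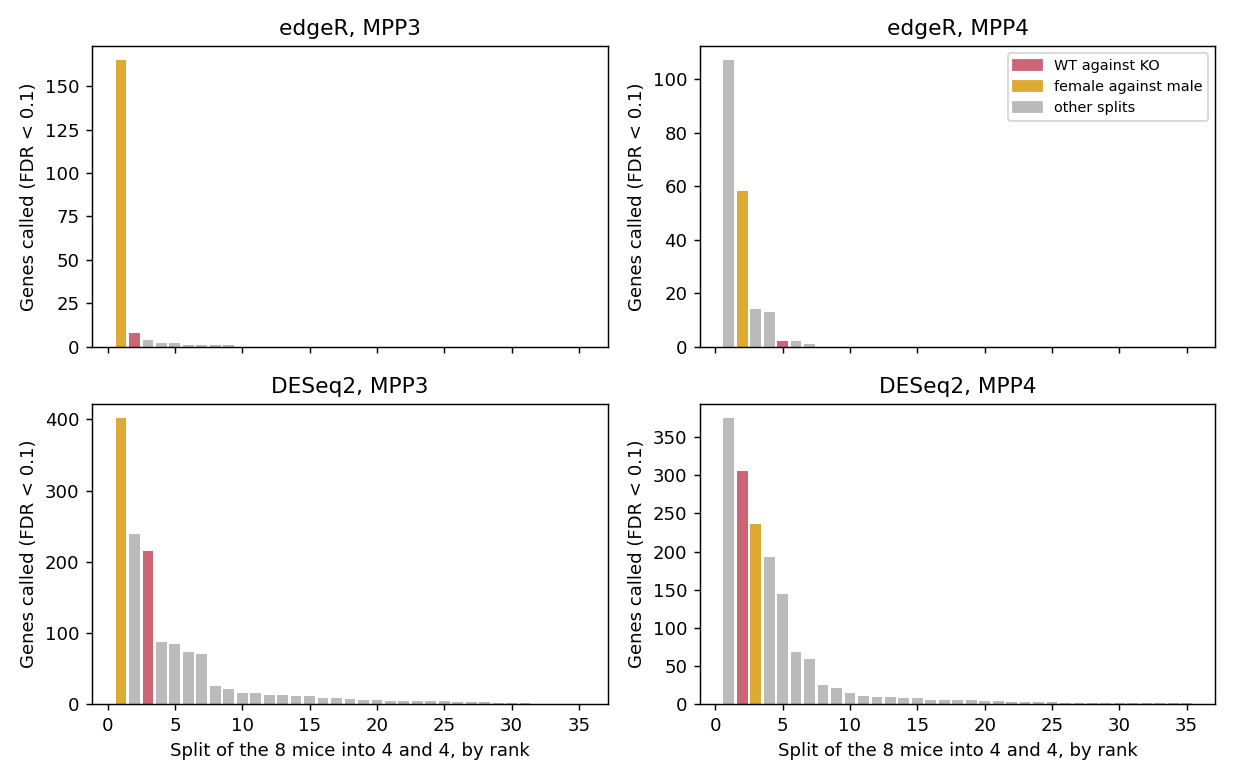
Number of genes called at an FDR under 0.1 (vertical axis) for each of the 35 splits of the 8 mice into 4 and 4, ordered from most to fewest calls, by edgeR (top) and DESeq2 (bottom) in MPP3 (left) and MPP4 (right). The split of WT against KO is red and that of female against male mice is yellow, which gave 165 genes in MPP3 by edgeR against 8 for genotype.

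Of the 22 genes listed in advance because the study discusses them, 20 passed the filter. No listed gene was called over all genes tested, and the smallest FDR was 0.164 in MPP3 (6 at an unadjusted p-value under 0.05) and 0.110 in MPP4 (7 at that level). Adjusted over the list alone, 4 genes passed in MPP3 and 5 in MPP4, which is not independent evidence, since the study chose the genes with these samples in hand. In MPP3 these were Irf8 and Csf1r (both higher, list FDR 0.0142) and Igkc and Jchain (both lower, list FDR 0.0854). In MPP4 these were Csf1r (0.00235), Ebf1 and Irf8 (both 0.0202), all higher, and Flt3 (0.0422) and Igkc (0.0931), both lower. Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149) changed by 0.75 ± 0.20 in MPP3 (FDR 0.171) and 0.98 ± 0.20 in MPP4 (FDR 0.110). Irf8 (ENSMUSG00000041515, chromosome 8, 120736358 to 120756694) changed by 0.88 ± 0.21 (FDR 0.164) and 0.77 ± 0.21 (FDR 0.182). DESeq2 called both genes in both populations. Over the alternatives, the FDR of Csf1r ranged from 0.0185 to 0.386 in MPP3 and from 0.000385 to 0.259 in MPP4, and that of Irf8 from 0.0225 to 0.386 and from 0.0595 to 0.417. Cebpa (ENSMUSG00000034957, chromosome 7, 35119293 to 35121928), whose repression by Ebf1 was a question of the study, changed by 0.72 ± 0.33 in MPP3 (17.9 ± 7.16 to 29.4 ± 5.16 CPM, FDR 0.458) and by 0.71 ± 0.33 in MPP4 (17.7 ± 9.07 to 29.0 ± 9.13 CPM, FDR 0.380), and was called in neither population by edgeR or DESeq2. With 1 library left out, the change of Cebpa ranged from 0.57 to 1.02 in MPP3 and from 0.52 to 1.11 in MPP4. It was highest without WT replicate 4 of the population. Over the other alternatives it ranged from 0.42 to 0.81 (FDR 0.268 to 0.832) in MPP3 and from 0.41 to 0.81 (0.214 to 0.818) in MPP4. Annotated genes overlap Csf1r, Irf8, Cebpa, Flt3 and Igkc.

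Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966) rested on single libraries. It had 12659, 9154, 3443 and 2674 counts in MPP3 WT and 0, 0, 2306 and 0 in MPP3 KO, and its FDR fell from 0.350 to 0.0205 without MPP3 KO replicate 3. Jchain (ENSMUSG00000067149, chromosome 5, 88519809 to 88527891) had 4422, 1929, 1516 and 1363 counts in MPP3 WT and 0, 8, 778 and 3 in MPP3 KO, and its FDR fell from 0.324 to 0.0325 without the same library. Over the other alternatives the FDR ranged from 0.111 to 0.641 for Igkc and from 0.139 to 0.617 for Jchain. Igll1 had 10, 8, 181 and 147 counts in MPP4 WT and 1, 3, 12 and 0 in MPP4 KO, and at most 62 in MPP3. It lay under the filter, as did 1 other listed gene that is not described. The other listed genes, Spi1, Ikzf1, Tcf3, Myc, Cyc1, Eif3b, Il7r, Ly6d, Dntt, Elane, Klf1, Pf4 and Procr, did not pass in either population even over the list alone. The effect of Eif3b depended on mouse WT1, since it changed by 0.48 in MPP3 and 0.59 in MPP4, and by 0.15 and 0.27 without both libraries of that mouse.

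Gene lists were compared to ask whether programmes of particular lineages moved together. Camera called 9 of 34 tests, 6 up and 3 down in the libraries labelled KO. Other splits of the mice into 4 and 4 gave up to 8 called tests, so these FDR values overstate the evidence for genotype. The myeloid progenitor list rose in MPP3 (median log2 fold change 0.73, 21 of 25 genes higher, FDR 3.93e-13) and MPP4 (0.36, 22 of 25, FDR 3.14e-05), and the interferon response list rose in MPP3 (0.46, 19 of 20, FDR 6.14e-08) and MPP4 (0.15, 15 of 20, FDR 0.0388). With 1 library left out, the MPP3 median ranged from 0.47 to 0.91 for the myeloid list and from 0.31 to 0.61 for the interferon list. Both were lowest without MPP3 WT replicate 3. The MPP4 median of the interferon list changed sign without MPP4 KO replicate 3 (−0.08) or MPP4 WT replicate 3 (−0.02), and either omission left 5 tests called. The G2/M list fell by a median of 0.06 in MPP3 (FDR 0.0302) and 0.05 in MPP4 (FDR 0.0954). The call in MPP3 was lost without MPP3 WT replicate 1 (0.111) or MPP3 KO replicate 2 (0.148), and that in MPP4 without MPP4 WT replicate 1 (0.279) or replicate 3 (0.118) or MPP4 KO replicate 2 (0.113) or replicate 3 (0.266).

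The plasma cell list fell in MPP3 (4 of 13 genes higher, FDR 0.0260), with a median of −4.03 on the scale of camera, which averages the logarithms of single libraries, and of −1.32 in the edgeR fold changes, also with Ighg3 at its bound. That call was lost without MPP3 KO replicate 1 (0.120) or replicate 4 (0.103). Genes at accessible regions gained in MPP3 KO cells rose in MPP4 (median 0.08, 10 of 16, FDR 0.0893), a call lost without MPP4 WT replicate 3 (0.118) or replicate 4 (0.105) or MPP4 KO replicate 3 (0.134). The B progenitor list, which holds Ebf1, rose in MPP4 (median 0.22, 6 of 9, FDR 0.0967), lost that call without any 1 of 7 MPP4 libraries (0.105 to 0.166), all but MPP4 KO replicate 4, or without MPP3 WT replicate 4, and reversed its median with the filterByExpr filter (−0.35). The last 2 calls held under fry, which also called the genes gained in MPP3 in MPP3, and no call held under an estimated correlation. The estimated correlation thus moved the count most, to 0 called with 3 tests at an unadjusted p-value under 0.05, against 12 with the preset correlation.

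The other 25 tests were not called. In MPP3, the FDR was 0.120 both for genes at regions gained in MPP3 and for genes at regions reduced in MPP3, 0.898 for those gained in MPP4 and 0.538 for those reduced in MPP4. In MPP4, it was 0.503 for genes at regions gained in MPP4, 0.396 for those reduced in MPP3 and 0.970 for those reduced in MPP4. The MPP3 and MPP4 FDRs were 0.946 and 0.441 for the G1/S list, 0.441 and 0.662 for the S list, 0.441 and 0.303 for the lymphoid progenitor list, and 0.946 and 0.133 for the mature B list. They were 0.441 and 0.311 for the erythroid list, 0.497 and 0.441 for the mature neutrophil list, 0.946 in both for the female list and 0.881 and 0.970 for the male list. The B progenitor list had an FDR of 0.123 in MPP3, and the plasma cell list 0.995 in MPP4.

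The comparison of MPP3 with MPP4 described the difference between the populations within each genotype. In WT, 1790 genes were called (804 higher and 986 lower in MPP3), and 2930 with mouse as a block. In KO, 2116 were called (1030 higher and 1086 lower), and 3346 with mouse as a block. Among genes with the largest changes in WT, Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) was at least 31.6-fold higher in MPP3, Cma1 (ENSMUSG00000022225, chromosome 14, 55941451 to 55944675) at least 26.7-fold and Slc45a3 (ENSMUSG00000026435, chromosome 1, 131962967 to 131982969) at least 40.4-fold (FDR 0.000801, 0.00220 and 0.000298). Without MPP3 WT replicate 1 the limits were 20.3-fold for Gzmb and 16.8-fold for Cma1. Lifr was at least 43.4-fold lower in MPP3 (FDR 3.48e-06). Gm19331, a long noncoding RNA that overlaps a V segment of the immunoglobulin heavy chain locus (ENSMUSG00000102332, chromosome 12, 115386846 to 115397688), was at 0.0722 ± 0.144 CPM in MPP3 and 7.87 ± 1.07 CPM in MPP4 (FDR 3.38e-05). Klhl30 (ENSMUSG00000026308, chromosome 1, 91351016 to 91362416) was at 0.0421 ± 0.0843 and 4.75 ± 1.68 CPM (FDR 0.000433). MPP3 WT replicate 3 held all MPP3 WT counts of Gm19331 (12) and Klhl30 (7), and without it their fitted log2 fold changes moved from −6.52 to −11.15 and −10.43, values that depend on the prior count.

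In the principal components of all genes that passed the filter, PC1 took 38.1% of the variance and separated all MPP3 from all MPP4 libraries. PC2 took 19.4% and set apart both libraries of mice WT1 and WT2, with those of mouse KO4 next to them. The share moved most when only called genes were used, to 72.4% for PC1 and 7.82% for PC2, a choice that selects genes for the groups. For genotype, the exact permutation test over mice gave p of 0.971, 0.200, 0.0571 and 0.371 on PC1 to PC4 (adjusted over the 4 components 0.971, 0.400, 0.229 and 0.495). None was as small as 0.0286, the smallest p possible here. Since 1 component alone at that p would not pass 0.1 after adjustment, the adjusted values cannot exclude a separation. For sex, the exact permutation p was 0.0286 on PC1, the smallest that 4 against 4 mice allow, 0.0571 on PC2 and 0.0857 on PC4 (adjusted 0.114 for each of the 3), and it was larger on PC3.

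**Figure D4:**
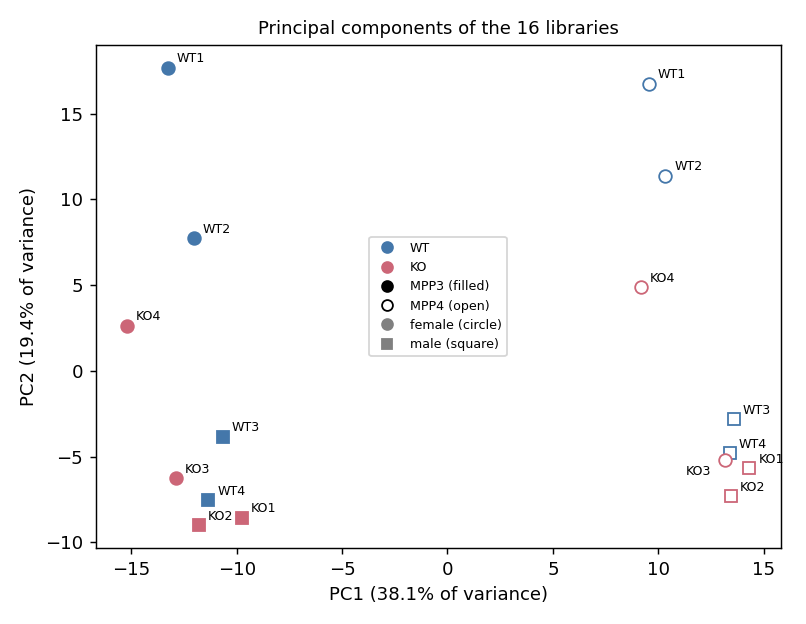
Scores of the 16 libraries on PC1 (38.1% of the variance) and PC2 (19.4%) of variance-stabilised counts, labelled by mouse, with filled points for MPP3, open points for MPP4, circles for female and squares for male mice. MPP3 and MPP4 lie apart on PC1, and mice WT1 and WT2 lie apart from the others on PC2.

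**Figure D5:**
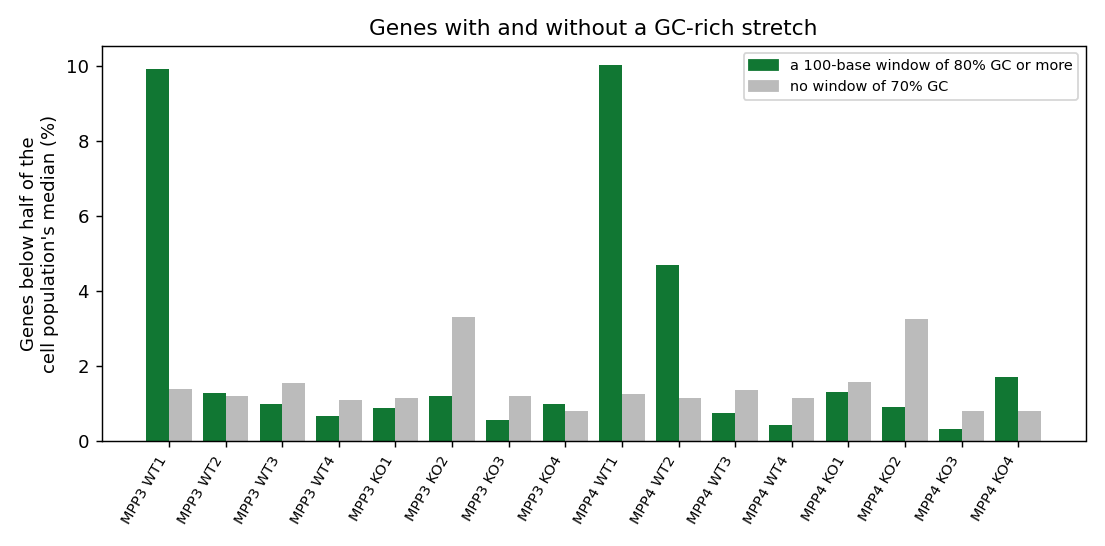
Percent of genes whose level in a library fell below 0.5 times the median of its cell population (vertical axis), for 2489 genes with a window of 100 bases of at least 80% GC (green) and 4757 genes with no window of 70% GC (grey). Both libraries of mouse WT1 stand out, with 9.92% and 10.0% of the GC-rich genes low against 1.41% and 1.26% of the others.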

Values the study reported

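The study reported 113 genes lower and 102 genes higher in MPP3 cells of KO mice, and 152 genes lower and 153 genes higher in MPP4 cells of KO mice, at an FDR under 0.1. It counted 66 differentially expressed genes shared by both populations. In its principal component analysis, PC1 accounted for 80% of the variance and PC2 for 8%.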

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

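The tests on V kappa genes and on GC-rich transcripts in this part were chosen after the result was seen. Apart from Jchain, the genes of the tests on mature B and plasma cells were also singled out after their values were seen. These genes are not the mature B and plasma cell lists that were written in advance. Among the groups of 4 libraries examined for each named gene, 11 held a library that lay far from the other 3, where about 7 are expected by chance. Of the 34 genes tested for a KO effect that differed between MPP3 and MPP4, none was called by edgeR with all 16 libraries and no term for mouse. Mt1 was called with mouse as a block (difference of −1.93 ± 0.19 on the log2 scale, edgeR FDR 0.00158, 0.000252 to 0.590 over the alternatives) and, with no such term, without MPP3 WT replicate 3 (FDR 0.00654). DESeq2, also without that term, called Mt1, Lifr and Arpp21, so a difference is not excluded. Explanations for Mt1 are weighed under the other observations, and none was tested for Lifr and Arpp21.

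Igkc in MPP3 KO replicate 3 stood at 61.2 CPM (2306 counts) while the other MPP3 KO libraries had no counts, and Jchain in the same library stood at 20.6 CPM (778 counts) against at most 0.266 CPM in the others. In MPP4 WT replicate 2, Igkc was at 17.4 CPM (others 1.08 to 2.87) and Jchain at 7.24 CPM (others 0.165 to 0.635). In MPP4 KO replicate 3, Igkc was at 0.222 CPM (6 counts) with no counts in the others. Of 44 immunoglobulin genes tested in MPP3, 40 were lower in KO, with a fitted median log2 fold change of −8.96, or −5.08 with 25 genes at the bound that a count of 3 allows. In MPP4 17 of the 44 had both groups at or under that count, and the median of the others was −0.10. The V kappa counts differed between the 5 libraries with at least 1000 of them, with a mean cosine similarity of 0.219 over 10 pairs (0.00308 to 0.665), and a single V gene took 24.7% to 86.3% of a library's V kappa counts. A candidate explanation for that variation is RNA from a few antibody-secreting cells that differed between libraries. Whether mature B or plasma cells were the source of the difference between genotypes cannot be told apart from the data. The 5 mature B genes tested had a median log2 fold change of 0.0063 in MPP3, but they moved both ways. Cd79a fell by 3.01 ± 0.93 in MPP3 and fell by 3.88 ± 0.97 in MPP4, while Cd74 (34.7 CPM in MPP3 WT, log2 fold change 0.35 ± 0.21), Cd79b, Cd37 and H2-Aa have baselines that would hide a small share. The 5 plasma cell genes tested had a median of 0.33, but they too moved both ways, as Jchain and Mzb1 (−2.89), with low baselines in other cells, fell, while Xbp1, Txndc5 and Sdc1 have baselines that would hide a small share. An effect of the labelled genotype on such cells also stays open, and was not tested.

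Tcf3 in MPP4 KO replicate 4 was at 129 CPM, against 238 to 259 CPM in the other MPP4 KO libraries. In that library 1.73% of the genes with a GC-rich stretch were low, against 0.799% of the others, a ratio of 2.16. Loss of transcripts with a GC-rich stretch may have contributed, but 1 library does not settle it. No biological explanation was tested.

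Emb in MPP3 KO replicate 4 was at 465 CPM, against 525 to 535 CPM in the other MPP3 KO libraries, and still above all MPP3 WT libraries. Slc45a3 in MPP4 KO replicate 3 was at 0.296 CPM (8 counts), Gm19331 in MPP3 WT replicate 3 at 0.289 CPM (12 counts) and Klhl30 in the same library at 0.169 CPM (7 counts), each with no counts in the other libraries of its group. Klhl30 in MPP3 KO replicate 2 was at 0.631 CPM (19 counts), against at most 0.0251 CPM in the others. No explanation, technical or biological, was tested for these libraries.

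Among genes under the filter, which the comparisons of the report leave out, Pou2af1 (ENSMUSG00000032053) had a signal in a fit of all genes with at least 1 count. It had 32, 28, 50 and 26 counts in MPP3 WT and 0, 0, 1 and 0 in MPP3 KO (edgeR FDR 0.0581), and 36, 13, 26 and 47 in MPP4 WT and 0, 0, 3 and 0 in MPP4 KO. The fitted log2 fold change of −6.57 ± 1.10 in MPP3 depends on the prior count, since all MPP3 KO libraries lie at or under 3 counts. No explanation other than the labelled genotype was tested.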

How the results depend on the processing

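The GC offsets, the bias-corrected deviances and the omission of mouse WT1 were chosen after the data were seen. RLE size factors changed no number of called genes by more than 1.5 times, and neither of the numbers for KO against WT changed by that much with all genes or filterByExpr. Except where named, the cause of a change was not tested. A fit of only the 8 libraries cannot give the interaction, and an FDR of 0.05 does not apply to correlations or components.

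Calls for KO against WT in MPP3 moved from 8 to 215 under DESeq2, 58 with sex as a term, 29 with the replicate block, 18 with GC offsets, 59 with GC offsets and the block, 5 with bias-corrected deviances, 1 with age as a term and 1 in a fit of only the 8 libraries. In MPP4 they moved from 2 to 305 under DESeq2, 183 with sex, 23 with the block, 38 with GC offsets, 53 with GC offsets and the block, 37 with bias-corrected deviances, 34 with limma-voom, 20 in only the 8 libraries, 4 without mouse WT1, 1 with age and 1 at an FDR of 0.05. Deviations of WT and KO libraries with the same number correlated with r from −0.307 to −0.115 in MPP3 and from −0.440 to 0.0606 in MPP4, so for KO against WT the block rests on a shared number only. All 8 genes called in MPP3 and both called in MPP4 were also called under DESeq2, sex, the block, GC offsets, and GC offsets with the block. Of the 8, limma-voom called 3 (among 6 calls), filterByExpr 7, and bias-corrected deviances and the omission of mouse WT1 5 each, the last of which also lost 1 of the 2 in MPP4. Calls in both populations moved from 1 to 66, 17, 9, 4, 20 and 2 under DESeq2, sex, block, GC offsets, GC offsets with block, and bias-corrected deviances. The interaction moved from 0 to 8 under DESeq2 and to 2 with the block, alone or with GC offsets. With 1 library left out, calls ranged from 1 (without MPP3 WT replicate 2) to 135 (without MPP3 WT replicate 3) in MPP3, from 1 (without MPP3 KO replicate 2, among others) to 41 (without MPP4 KO replicate 4) in MPP4, from 1 to 4 (without MPP3 KO replicate 1) for both, and from 0 to 1 (without MPP3 WT replicate 3) for the interaction.

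Calls for MPP3 against MPP4 moved in WT from 1790 to 2930 with mouse as a block, 3054 with limma-voom and 2926 with the block and GC offsets, and in KO from 2116 to 3346, 3352 and 3175. The ranges with 1 library left out were 1367 to 1807 and 1696 to 2176. The correlation of KO effects moved from 0.446 to 0.559 under DESeq2, 0.698 with age, 0.199 with filterByExpr and 0.0472 over all genes, where added genes have few counts, and ranged from 0.382 to 0.479 with 1 library left out. The share of PC1 moved from 38.1% to 50.8% with 500 genes and 72.4% with called genes (36.9% to 40.1% with 1 library left out), and that of PC2 from 19.4% to 7.82% with called genes (16.1% to 20.7%). The last choice selects genes that differ between groups.

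Camera called 9 gene lists, fry 3 and the estimated correlation 0, with 5 and 3 unadjusted p-values under 0.05, and 5 to 11 were called with 1 library left out, 5 without MPP4 WT replicate 3 or MPP4 KO replicate 3. The B progenitor list in MPP4 reversed from a median of 0.22 to −0.35 with filterByExpr, which admits more of its genes, and its FDR was 0.125 with the replicate block, within 0.0801 to 0.433 over the alternatives. The block lost no other list's call. In 1319 comparisons over 59 results of single genes, 28 became called, 54 lost a call, and 9 of effects under 1 standard error moved by more than that. The sign changed in 58, all for effects under 1 standard error that were not called, such as Jchain in MPP4 (−0.72, and 1.78 without MPP4 WT replicate 2). In 442 comparisons over 34 results of lists, 15 became called and 37 lost a call, and B progenitor in MPP4 with filterByExpr lost its call with a reversed direction. The median changed sign in 42, of which 3 were of called lists, that one and the interferon list in MPP4 without MPP4 WT replicate 3 (−0.02) or MPP4 KO replicate 3 (−0.08).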

Other observations

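Of the tests in this part, the splits for edgeR calls and the tests of age and of a mislabelled sample were chosen before the result was seen, and all others after. Calls for KO against WT were set against all 35 splits of the 8 mice into 4 and 4. As many calls as the real split came in 2 splits for MPP3, 6 for MPP4 and 4 for both populations. The interaction had 0 calls, a number that all 35 splits must reach, so that count tests nothing. The other split for MPP3 was female against male mice, with 165 calls. As large a correlation between populations came in 2 splits, as many called gene lists in 1. That was the real split with 9 lists, but other splits gave up to 8, also with equal numbers of females. Nearly as many called lists thus came from other groupings of these mice. With DESeq2, splits with as many calls numbered 3 for MPP3, 2 for MPP4, 3 for both and 1 for the interaction. The split of mice WT1, WT2, WT3 and KO4 from the others gave 239 and 375 calls in MPP3 and MPP4 by DESeq2, and by edgeR more calls than the real split in MPP4 and fewer in MPP3. With sex as a term, 1 of 34 splits gave as many calls as the real one in each population, 58 in MPP3 and 183 in MPP4. In the 18 splits with equal numbers of females, the real split was highest for MPP3 (8 against 2) and for DESeq2 (215 against 85 and 305 against 145), but 3 splits gave as many edgeR calls in MPP4, with up to 13. With sex as a term, the real split also ranked highest among these 18, with 58 calls against 8 in MPP3 and 183 against 67 in MPP4. No share smaller than 1 of 18 can be had there. Splits with unequal numbers of females overlap with the sex term, which can lower their calls. Numbers of called genes were thus highest for the genotype label in most of these comparisons, but the splits alone do not settle an effect. Without sex taken into account, the numbers called in MPP3, MPP4 or both could come from other groupings of these mice. For MPP3 against MPP4, 1 of 35 splits of the 8 libraries gave as many calls in WT and in KO, and 1 of the 8 splits that part all 4 pairs, where no smaller share can be had.

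The myeloid progenitor list had as large a median in 3 of 35 splits in MPP3 and 5 in MPP4, and the interferon list in 2 and 20. In the 18 splits with equal numbers of females, these were 2 and 3 for the myeloid list and 1 and 8 for the interferon list. The medians of the myeloid list, and of the interferon list in MPP4, could thus come from other groupings of these mice. As many unadjusted p-values under 0.05 came in 3 splits for MPP3 and 2 for MPP4.

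The 10 calls for KO against WT kept 96.0% of their median effect with age as a term, 96.5% with GC offsets, 101% with libraries thinned to equal size and 96.3% without mouse WT1, with 2, 10, 8 and 6 still called, and no effect under 4.22 standard errors in any of these. These values argue against age, GC content, library size and mouse WT1 as the whole cause of those calls. Counts of Xist and Y-linked genes matched the sex label in 16 of 16 libraries, which leaves swaps between mice of the same sex open.

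Ebf1 had higher counts in MPP4 libraries labelled KO. A swap of the names WT and KO at each replicate number would exchange the sexes, since WT and KO mice with the same number differ in sex, and 16 of 16 libraries matched their label. Transcripts that lack the floxed exons but are still counted stay open, as reads were not examined.

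Mt1 rose by 119 CPM in MPP3 and 131 CPM in MPP4, and Mt2, which metals and stress induce together with Mt1, had at most 25 counts in a library labelled KO. That argues against induction of metallothioneins. Reads of the Cre transgene counted as Mt1, for example from a polyadenylation signal in the construct, are a candidate explanation. The rise in MPP3 was 0.909 of that in MPP4, while the level of Tek, whose promoter drives Cre, was 26.5 CPM in MPP3 KO and 12.9 CPM in MPP4 KO. Tek itself rose in MPP4 from 3.50 to 12.9 CPM (log2 fold change 1.89 ± 0.34, edgeR FDR 0.110, DESeq2 FDR 4.3e-06). In MPP3 it moved from 24.8 to 26.5 CPM (0.10 ± 0.32). Neither the sequence of the transgene nor how closely it follows Tek is known here. Reads of the transgene therefore cannot be told apart from a change of Mt1 itself. The transgene explanation also rests on the sample labels, by which WT mice lack the transgene, while the series description gives it to both groups.

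Genes with a GC-rich stretch were low in both libraries of mouse WT1, 9.92% and 10.0% of 2489 genes against 1.41% and 1.26% of 4757 others, with a lower ratio of 7.05. In MPP4 WT replicate 2 it was 4.70%, but in MPP3 WT replicate 2 only 1.29% against 1.22% of the others (ratio 1.05), although that library also lay apart on PC2 (score 7.75). In female KO mice at most 1.73% of GC-rich genes were low, which argues against sex. GC-rich genes were 73.2% of the 500 genes lowest with PC2, 3.48 times their share among all genes. A loss of transcripts with a GC-rich stretch in preparing these libraries is a candidate explanation for the place of mouse WT1 on PC2, while that of mouse WT2 stays open. No biological explanation was tested.

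Genes called by edgeR numbered 8 in MPP3 (4 higher and 4 lower), 2 in MPP4 (1 higher and 1 lower) and 1 in both. These are lower than the values quoted from the study above. The DESeq2 Wald test called 215 in MPP3 (102 higher), 305 in MPP4 (153 higher and 152 lower) and 66 in both, which are not.

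The share of variance was 38.1% for PC1 and 19.4% for PC2. The former is lower and the latter higher than the values quoted from the study above, whose components used only differentially expressed genes.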
